A study of Mus musculus with 22 samples. Its data were reported in "Transcriptomic Analysis Reveals Novel Mechanistic Insight into Murine Biological Responses to Multi-Walled Carbon Nanotubes in Lungs and Cultured Lung Epithelial Cells" (2013).

How the data were processed

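RNA from FE1 cells exposed for 24 h to 0, 12.5, 25 or 100 µg/ml of Mitsui7 was hybridised to 22 Agilent mouse oligonucleotide arrays of 62976 spots each, 5 control, 6 low dose, 5 medium dose and 6 high dose. Per the labels, the sample was labelled with Cy5 and Universal Mouse Reference RNA with Cy3 on every array, with no dye swap, so a dye bias of a probe stays in its ratio and cancels only in differences between groups. Groups and sample numbers were read from the labels. The labels speak of several exposures per dose and experiment day and the methods of separate experiments, without saying which arrays came from which, so whether all arrays of a group are independent cultures is not known.

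The deposited scanner files hold the median pixel intensity of each spot in both channels and the median intensity of the local background, which the authors extracted without normalization. Per the file headers, the extraction software was Feature Extraction 10.7.3.1, the scanner model G2505C at 3 µm, and the grid was annotated on the mouse build mm9; the methods of the study name another software version, scanner model and resolution. The deposited files also hold a log10 ratio of Cy5 to Cy3, made by the scanner software with its own background and dye correction, of which 26.9% of values are exactly 0. The authors' series matrix holds processed log2 ratios with 1 value per probe, by a normalization that is not stated. Each of its 22 columns correlated best with the loess log2 ratios of its own array. Of the 22 arrays 19 correlated best with their own column, the exceptions being low dose replicate 5, medium dose replicate 4 and high dose replicate 5, and all 22 did after centring each probe. The correlation of a column with its own array (median 0.989, lowest 0.835) was at least 0.989 on slides 1 and 4 and at most 0.966 on slides 2, 3 and 5, and the cause was not tested. The scanner marks for uniformity, population outliers, saturation and signal well above background were used as deposited.

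From the scanner files, control spots (3671 per array) were left out, spots marked as non-uniform or population outliers were set to missing, and log2(Cy5/Cy3) of the median signal without background subtraction was normalised by loess within each array. Spots of the same probe were combined by their median; 33 probes had 2 spots and 399 had 10. Outlier marks were uneven between slides, at 5.25% ± 0.991 (SD, n = 4) of spots on slide 2 and 0.437% ± 0.0253 (SD, n = 8) on slide 1, so some genes have no value on some arrays of slide 2. A probe was detected on an array when its Cy5 signal exceeded the 5% trimmed mean plus 3 trimmed SDs of the 308 negative control spots. Signal is not a count, so the depth of an array was described by its detected probes and signal over background. No arrays were duplicates: at most 2.36% of spots had equal Cy5 signal between any pair of arrays, and the highest correlation of log ratios was 0.980.

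Symbols were taken by matching the accession of a probe, without version, to a table of names for GRCm38.p6, which was used for names only; 26413 of 55681 probes matched, for 20018 genes. Since the array grid is on mm9, no coordinates are given. In all, 16194 probes carry a chromosome interval in place of an accession.

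Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 5.52), in 1 model over all 22 arrays with group and slide as terms, as the methods of the study describe. The shrinkage test of the study was not installed, and limma's moderated test took its place. P-values were adjusted by Benjamini-Hochberg over all 55681 probes. A call needed an adjusted p of at most 0.05, a change of at least 1.5-fold and detection in at least 4 arrays of either group. The 4 gene lists and the PCR list come from the text of the study and were fixed before the data were examined, as were the groups, the comparisons and the alternatives. Genes named in the text follow a fixed rule. It takes the 3 largest increases and 3 largest decreases per dose among called probes with a symbol, detected in at least 4 arrays of both groups and without overlap of slide-adjusted values between groups. It adds genes chosen in advance (Actb, Gapdh, Hprt, Mmp13, Hmox1, Txnrd1, Il33, Dcn, Tgfb2, Ahr, Cyp1b1, Sqle and Gsta4) and members called against the direction of their list; 1 further gene chosen in advance is not reported here. A gene with several probes is given by its brightest probe, or, under the rule of largest changes, its brightest called probe.

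Lists were tested with limma's pre-ranked camera (inter-gene correlation 0.01) on the moderated statistics of the 33475 probes detected in at least 4 arrays of a group, in place of camera on the values themselves, because missing spots do not allow that. The tests by fry and with an estimated correlation used values in which spots marked as outliers were kept. In addition, 6 lists were written from general knowledge of 6 responses (aryl hydrocarbon receptor battery, NRF2, ATF4 and unfolded protein, p53, YAP and serum response, proliferation), and their 18 tests were adjusted together. Array measures were compared between groups by a two-sided permutation test of the F ratio with 100000 resamples, over all arrays and within slides, and adjusted over 4 measures. Simulated unchanged groups were made from the slide means and shuffled residuals of the model (100 draws), and 100 splits of the arrays of each comparison were drawn.

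The sample numbers of the labels were checked for pairing. Deviations from the group means correlated above 0.1 in every pair of arrays with the same number (lowest 0.240), so the numbers pair the arrays. Of these pairs 27 lie on the same slide (median 0.534) and 4 do not (median 0.441); pairs with different numbers on the same slide had a median of 0.331, and pairs sharing neither had -0.178. On slide 1, the slide with 2 full sets of numbers, pairs with the same number had medians of 0.686 and 0.622. Deviations were thus shared by slide and by number, and the replicate number as block is among the alternatives. Slide, the term the study used, was kept.

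The steps were tested on simulated data with the real probes, where 200 probes were given a log2 change of 1 at the high dose. Of these, 168 (84%) were called, with 5 false calls among other probes at the high dose and 0 at the low and medium dose. Probes of the cholesterol list were also shifted by -0.5 at the high dose and left out of the false calls. The simulated noise was independent between probes, so the test does not give the rate of false calls in the real arrays. Single draws of shuffled real residuals gave up to 759 calls at the low dose and 108 at the medium dose. Alternatives were normexp background correction (offset 50), median centring, Aquantile between arrays, the log ratio of the scanner software, the series matrix, outlier spots kept, no slide term, slide as a random block (within-slide correlation 0.282), the replicate number as block, a model of only the groups compared, each array or slide left out, other detection filters and thresholds, an ordinary linear model, and shuffled residuals. The mean signal in place of the median was planned and not run, since that column is not used here. Other software was the R package statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.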

Results

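Gene expression was measured in FE1 cells, an epithelial line established from the lung of a transgenic MutaMouse, after 24 h with Mitsui7, a preparation of multi-walled carbon nanotubes. There were 5 control arrays (0 µg/ml), 6 low dose arrays (12.5 µg/ml), 5 medium dose arrays (25 µg/ml) and 6 high dose arrays (100 µg/ml), giving 22 arrays. On each array the RNA of 1 sample carried the dye Cy5 and a commercial pool of mouse RNA, the same on every array, carried Cy3. A probe was therefore read as the log2 ratio of sample to reference, and groups were compared through these ratios. Each array held 59305 non-control spots for 55681 probes, of which 26413 (47.4%) could be matched to a symbol. The arrays lay on 5 slides. Slide 1 held 8 arrays, 2 of each group; slides 2, 3 and 4 held 4 arrays each, 1 of each group; slide 5 held 1 low dose and 1 high dose array. The number of arrays limits the precision of every comparison.

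The number of probes above the negative control level in the Cy5 channel ranged from 23688 to 39139 per array. It was 31080 ± 7054 (SD, n = 5) in controls, 32240 ± 5079 (SD, n = 6) at the low dose, 32640 ± 3821 (SD, n = 5) at the medium dose and 33900 ± 2783 (SD, n = 6) at the high dose. The groups did not differ in detected probes by a permutation test over the 22 arrays (p = 0.8082, adjusted over 4 array measures 0.9339), nor with arrays permuted within slides (p = 0.6325, adjusted 0.8121). The same held for the median Cy5 signal (permutation p = 0.8912, within slides 0.8121), the median Cy3 signal (permutation p = 0.9339, within slides 0.4039) and the negative control level (permutation p = 0.4424, within slides 0.06439). Slides differed more than groups. Slide accounted for 66.5% of the variance of detected probes and group for 5.02%. Over the 33475 probes detected in at least 4 arrays of a group, the median share of the variance of the log2 ratio was 34.2% for slide and 13.2% for group. Slide was a term of every model reported below unless stated otherwise.

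**Figure D1:**
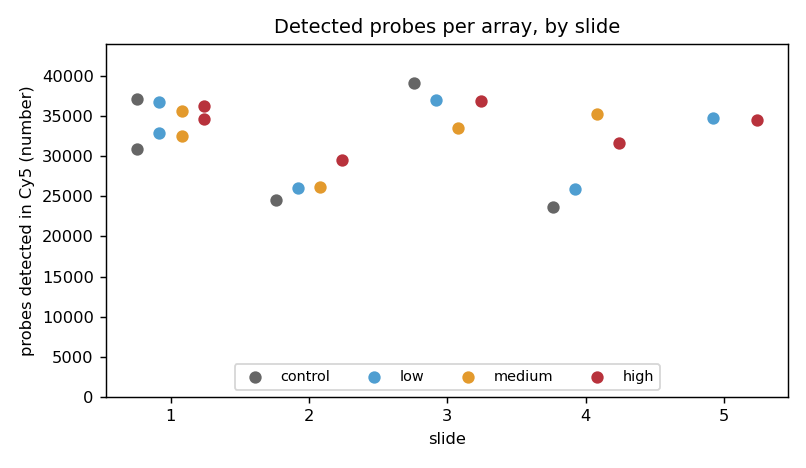
Number of probes above the negative control level in the Cy5 channel (vertical axis) on each of the 22 arrays, placed by slide (horizontal axis) and coloured by group. The 4 arrays of slide 2 lie between 24508 and 29562 and the 4 arrays of slide 3 between 33475 and 39139, while the groups overlap.

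The first question was how many transcripts changed at each dose against untreated cells. A probe was called when limma's adjusted p was at most 0.05, the change was at least 1.5-fold and the probe was detected in at least 4 arrays of either group. At the low dose 997 probes were called, 420 higher and 577 lower than in controls, which stand for 759 named genes (323 higher, 436 lower). At the medium dose 1666 probes were called, 797 higher and 869 lower, for 1268 named genes (609 higher, 659 lower). At the high dose 2442 probes were called, 1083 higher and 1359 lower, for 1779 named genes (816 higher, 963 lower). These were 3.25%, 5.61% and 7.56% of the probes detected in the respective comparison. Without the slide term the counts were 682, 1120 and 1940. The fold threshold moved the low dose count most, from 997 to 263 at 2-fold and to 1883 with no fold threshold. Leaving out single arrays gave 772 to 1164 calls at the low dose, 1339 to 2022 at the medium dose and 2143 to 2516 at the high dose.

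**Figure D2:**
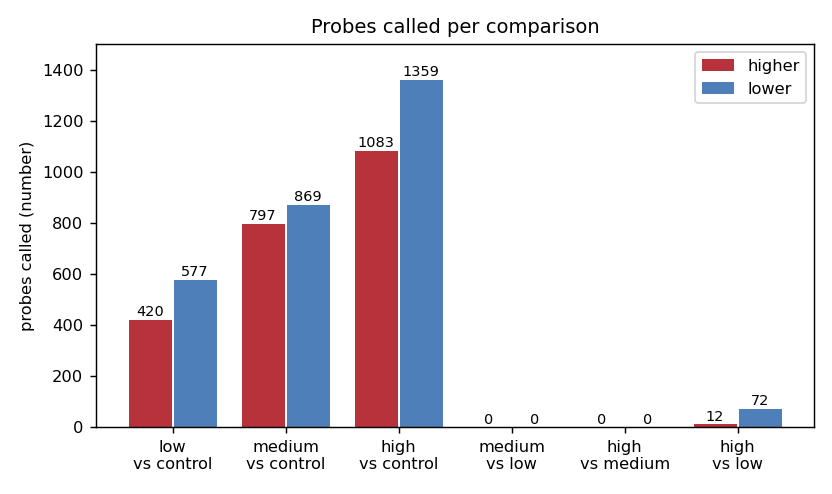
Number of probes called against control (vertical axis) at the low, medium and high dose, with separate bars for probes higher and lower than in controls. Lower calls outnumber higher calls at each dose, 577 against 420, 869 against 797 and 1359 against 1083; with the log ratio of the scanner software they did not at the medium dose (857 lower, 1091 higher) or the high dose (1488 lower, 1534 higher).

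Counts against the same controls do not show that doses differ, so the doses were also tested against each other. By limma, 0 probes were called between the medium and the low dose, with 2296 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.870. Between the high and the medium dose 0 probes were called as well, with 1640 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.286. With the labels of low dose replicate 1 and medium dose replicate 2 exchanged, 584 probes were called between medium and low, which is taken up with the arrays that lay apart. An ordinary linear model and p-values from shuffled residuals also called 0 probes in both comparisons. Between the high and the low dose 84 probes (72 genes) were called, 12 higher and 72 lower at the high dose. Of these, 79 were also called at the high dose against control and 47 at the low dose against control. For 75 the changes at the low and the high dose had the same sign and the high dose change was larger. This count depended on the processing. It was 4 after median centring, 11 without slide 3, 175 with the replicate number as a block in place of slide, and 195 without low dose replicate 1.

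The second question was how far the doses shared their response. In all, 814 probes (622 genes) were called with the same sign at all 3 doses, 353 higher and 461 lower, and 0 probes were called in opposite directions. Of the low dose calls, 916 (91.9%) were also called in the same direction at the high dose, and 851 probes were called only at the high dose. Among the 2686 probes called at any dose, the median ratio of the high dose change to the low dose change was 1.48. Of these probes 2442 were called at the high dose, a selection that favours large high dose changes, so the ratio can overstate the difference. Because the 3 comparisons share their control arrays, changes correlate even without an effect. Across probes, which are not independent replicates, the changes correlated at 0.825 (low and medium), 0.849 (low and high) and 0.916 (medium and high). In 100 simulated sets of unchanged groups the mean correlations were 0.512, 0.548 and 0.491, and 2, 1 and 0 sets gave values as large. The changes had the same sign at all 3 doses for 66.8% of detected probes, against 51.6% on average in the simulated sets, of which 4 gave as large a share. No simulated set had a probe called at all 3 doses (highest count 0), but such sets rarely called any probe at the high dose, so this count excludes little. Where 2 doses were compared on different slides, with no control array in common, the changes correlated at 0.359 to 0.706 over 18 choices of slides.

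Genes with the largest changes were picked by a fixed rule. At the low dose the largest increases were those of Mmp13, Prl2c5 and Prl2c1. The log2 ratio of Mmp13, a matrix metallopeptidase gene, was -0.07 ± 0.17 (SD, n = 5) in controls and 3.22 ± 0.45 (SD, n = 6) at the low dose. The slide-adjusted change of Mmp13 was 3.24 (SE 0.18, limma adjusted p 2.98e-09), 9.44-fold, with 6 of 6 low dose arrays above every control. Mmp13 changed by 3.63 (SE 0.19, adjusted p 5.32e-10, 5 of 5 arrays above every control) at the medium dose and 3.53 (SE 0.18, adjusted p 2.69e-10, 6 of 6) at the high dose. The Mmp13 spot was well above background on only 3 of 5 control arrays, so its control level is imprecise; with the log ratio of the scanner software the low dose change was 3.86. Prl2c5 rose by 2.99 (SE 0.15, limma adjusted p 3.9e-10, 6 of 6 arrays) at the low dose and by 3.22 (SE 0.15, adjusted p 1.47e-10, 5 of 5 arrays) at the medium dose. Prl2c1 rose by 2.94 (SE 0.13, adjusted p 5.54e-11, 6 of 6 arrays) at the low dose. Prl2c5 and Prl2c1 belong to a family of near-identical placental prolactin-related genes, and their probes may not tell the members apart. Gsto2, a glutathione transferase gene, rose by 3.13 (SE 0.23, limma adjusted p 7.06e-08, 5 of 5 arrays) at the medium dose and 3.46 (SE 0.23, adjusted p 5.22e-09, 6 of 6 arrays) at the high dose. Car6, a carbonic anhydrase gene, rose by 3.25 (SE 0.45, adjusted p 5.02e-05, 6 of 6 arrays) at the high dose and was well above background on 2 of 5 control arrays.

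With the main processing, the largest decrease was that of Mgp, the matrix Gla protein gene, at each dose. Its log2 ratio was 1.35 ± 0.18 (SD, n = 5) in controls, -0.94 ± 1.17 (SD, n = 6) at the low dose, -2.11 ± 0.60 (SD, n = 5) at the medium dose and -3.11 ± 0.56 (SD, n = 6) at the high dose. Adjusted for slide, Mgp changed by -2.38 (SE 0.42, limma adjusted p 0.00177, 6 of 6 arrays below every control), -3.46 (SE 0.43, adjusted p 2.79e-05, 5 of 5) and -4.55 (SE 0.42, adjusted p 3.79e-07, 6 of 6). The high dose value of Mgp was 23.5-fold below control. Without low dose replicate 1 the low dose change of Mgp was -1.91, and it was no longer called with only these groups in the model (-2.44). Lama1, a laminin gene, changed by -2.11 (SE 0.27, adjusted p 6.72e-05, 6 of 6 arrays below every control) at the low dose and -2.41 (SE 0.27, adjusted p 1.07e-05, 5 of 5) at the medium dose. With the log ratio of the scanner software Lama1 was not called at either dose (-1.58 and -2.48). Angptl7 changed by -2.09 (SE 0.21, limma adjusted p 5.78e-06, 6 of 6 arrays) at the low dose, where its spot was well above background on only 1 of 6 arrays. Over 25 alternatives the low dose change of Angptl7 ranged from -4.06 to -1.86, and that of Mgp from -2.71 to -1.91. The size of the Angptl7 change is thus imprecise, and Mgp was not first at the low dose under every alternative. Olfml3 changed by -2.40 (SE 0.34, adjusted p 0.00013, 5 of 5 arrays) at the medium dose and -2.96 (SE 0.33, adjusted p 4.84e-06, 6 of 6 arrays) at the high dose.

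**Figure D3:**
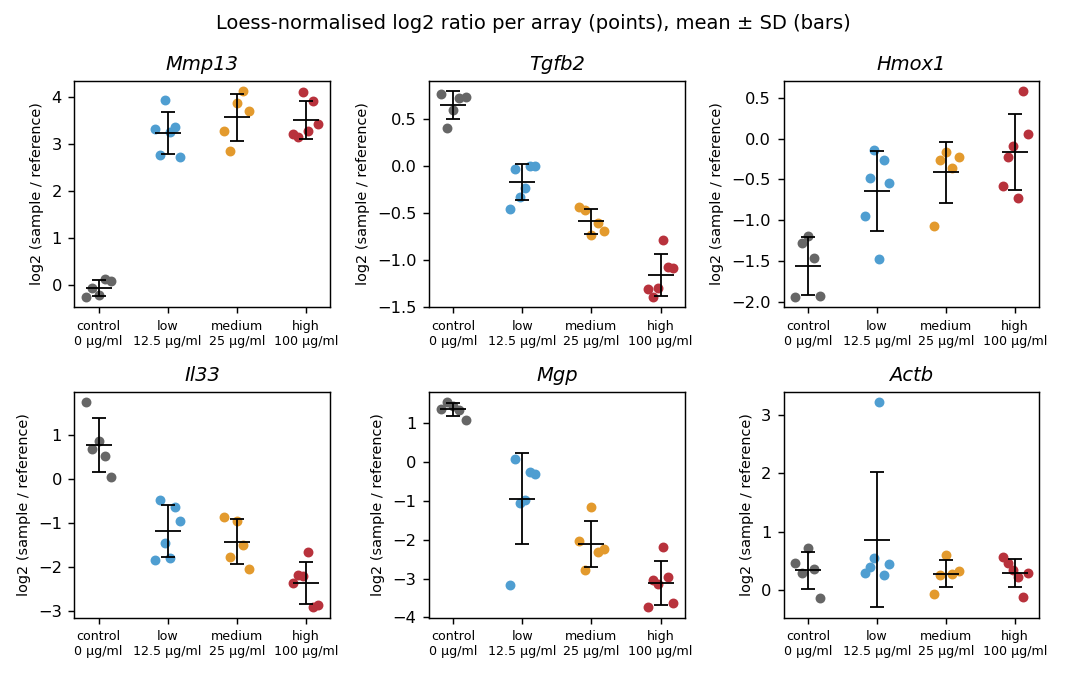
Log2 ratio of sample to reference after loess, not adjusted for slide (vertical axis), for Mmp13, Tgfb2, Hmox1, Il33, Mgp and Actb in each group (horizontal axis). Points are arrays, and bars are the group mean and SD. Mgp falls from a mean of 1.35 in controls to -3.11 at the high dose, and 1 low dose array of Actb lies at 3.22, far from the rest of its group.

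A second set of genes was fixed before the data were examined. Of the reference genes, none was called at any dose. Hprt changed by 0.24, 0.13 and 0.39 (limma adjusted p 0.556, 0.820 and 0.157; 0 of 6, 0 of 5 and 1 of 6 arrays above every control) and Gapdh by -0.10, -0.42 and -0.31 (adjusted p 0.865, 0.147 and 0.294; 1 of 5, 3 of 5 and 2 of 6 arrays below every control) at the low, medium and high dose. Actb changed by 0.63, -0.06 and 0.06 (adjusted p 0.429, 0.974 and 0.971), with 3 of 6, 0 of 5 and 1 of 6 arrays above every control. The low dose mean of Actb includes an array at 3.22, against 0.26 to 0.56 on the other low dose arrays. Over 25 alternatives the low dose change of Actb ranged from 0.11 to 1. The signs of Actb at the medium and high dose and of Gapdh at the low dose turned under other processing. Txnrd1 rose by 0.73, 0.89 and 1.08 (limma adjusted p 0.000472, 4.66e-05 and 1.79e-06), with every exposed array above every control, and the low dose call of Txnrd1 was lost after median centring (0.59). Hmox1 rose by 0.80, 1.14 and 1.28 (adjusted p 0.0225, 0.001 and 0.000149; 5 of 6, 5 of 5 and 6 of 6 arrays above every control). The other detected probe of Hmox1 changed by 0.60, 0.45 and 0.59 and was not called, and the low dose call of Hmox1 was lost in 12 of 25 alternatives, among them leaving out control replicate 5 (0.65).

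Il33 changed by -1.97 (SE 0.30), -2.20 (SE 0.31) and -3.14 (SE 0.30) at the low, medium and high dose (limma adjusted p 0.000527, 0.000121 and 6.78e-07), and Tgfb2 by -0.84 (SE 0.11), -1.23 (SE 0.11) and -1.83 (SE 0.11) (adjusted p 8.26e-05, 8.23e-07 and 1.48e-09). Dcn changed by -1.48 (SE 0.34), -1.86 (SE 0.34) and -2.27 (SE 0.34) (adjusted p 0.0143, 0.00174 and 0.000117). For Il33, Tgfb2 and Dcn every exposed array lay below every control. The low dose call of Dcn was lost in 6 of 25 alternatives, among them leaving out control replicate 5 (-1.21), and its medium dose call was lost after median centring (-1.78) and without slide 1 (-2.02). Ahr changed by -0.93, -1.35 and -1.64 (adjusted p 0.00731, 0.000168 and 7.78e-06) with every exposed array below every control, but its other detected probe changed by -0.02, -0.12 and -0.23 and was not called. The low dose call of Ahr was lost in 3 of 25 alternatives and its medium dose call after median centring (-1.28). Cyp1b1 changed by -1.57, -1.38 and -2.53 (adjusted p 0.00287, 0.00607 and 9.3e-06; 5 of 5, 4 of 4 and 5 of 5 measured arrays below every control), its calls at the low and medium dose being lost without slide 1 (-1.84 and -1.29) and that at the medium dose also after median centring (-1.33). Gsta4 changed by -0.66, -0.74 and -1.11 (adjusted p 0.00842, 0.00231 and 1.79e-05; 5 of 6, 5 of 5 and 6 of 6 arrays below every control). The low dose call of Gsta4 was lost in 8 of 25 alternatives, among them leaving out control replicate 5 (-0.53) or low dose replicate 6 (-0.53), and its medium dose call after median centring (-0.67) and without a slide term (-0.74). Sqle was called only at the high dose (-1.15, adjusted p 0.0142, 6 of 6 arrays below every control). At the low and medium dose Sqle changed by -0.73 and -0.78 (adjusted p 0.229 and 0.169), with 2 of 6 and 5 of 5 arrays below every control. Over the alternatives these changes ranged from -1.06 to -0.18 at the low dose and from -0.998 to -0.41 at the medium dose. The high dose change of Sqle was -0.79 without control replicate 5. The high dose call of Sqle was lost in 4 of 25 alternatives, among them median centring (-1.20).

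The third question was whether the pathways that the study text names moved together. The study chose these lists on the same arrays, so the tests below are not independent evidence. Each list was tested with limma's camera on detected probes, and the 12 tests were adjusted together. The fibrosis list (34 genes) had a median log2 change of -0.41, -0.59 and -0.72 at the low, medium and high dose (adjusted p 0.00792, 7.94e-05 and 9.43e-06), with 23, 24 and 23 genes lower. The means of the fibrosis list were -0.04, -0.18 and -0.29, closer to 0 than the medians because some members rose strongly. The AHR list, for aryl hydrocarbon receptor signalling (32 of 33 genes on the array), had medians of -0.65, -0.85 and -0.92 (adjusted p 6.55e-13, 2.05e-14 and 1.66e-14), with 23 genes lower at each dose. The cholesterol list (20 genes) had medians of -0.62, -0.78 and -1.06 (adjusted p 3.99e-16, 8.56e-20 and 1.06e-22), with 19, 20 and 20 genes lower. The glutathione list (10 of 11 genes on the array) had medians of -0.67, -0.76 and -0.95 (adjusted p 1.26e-08, 2.95e-09 and 2.66e-08), with 8 genes lower at each dose. These are numbers of genes, and each list value combines all 22 arrays.

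Medians, means and tests pointed down for all 4 lists at all 3 doses. Under fry, a rotation test that keeps the correlation between genes, all 12 tests held. With an estimated inter-gene correlation 11 held, and the fibrosis list at the low dose was no longer past the threshold (median -0.41, adjusted p 0.0774), the alternative that moved the lists most; over its alternatives the adjusted p ranged from 0.00415 to 0.0774. Called genes of the fibrosis list numbered 21, 24 and 28 over all probes, and 21, 25 and 29 adjusted over the list alone. For the AHR list they numbered 21, 26 and 30, and 25, 27 and 31 adjusted over the list alone. For the cholesterol list they numbered 7, 14 and 18, and 10, 16 and 20 adjusted over the list alone. For the glutathione list they numbered 8, 10 and 9, and 9, 10 and 9 adjusted over the list alone. The AHR list shares 8 genes with the glutathione list and 4 with the fibrosis list.

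**Figure D4:**
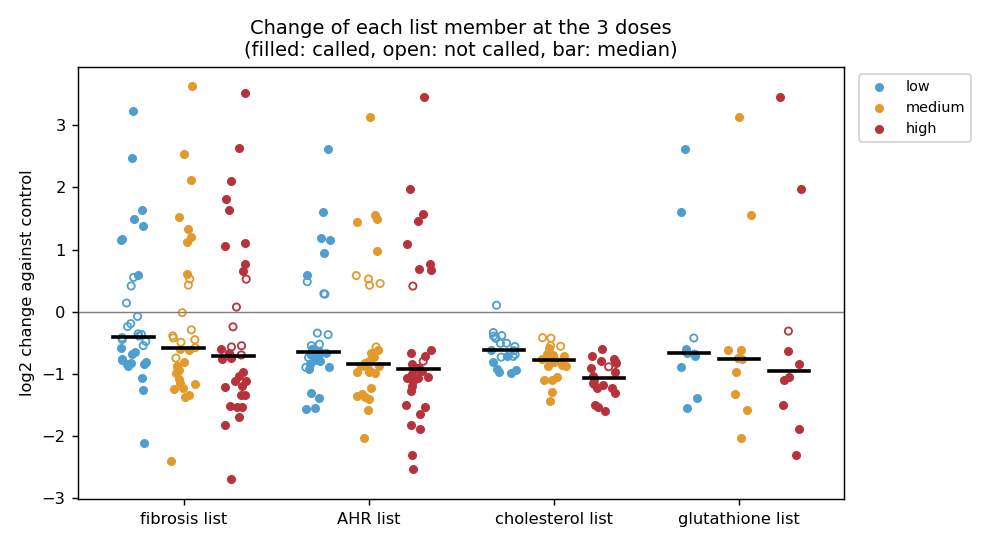
Log2 change against control (vertical axis) of each member of the fibrosis, AHR, cholesterol and glutathione lists, 1 probe per gene, at the low, medium and high dose. Filled points are called genes, open points are genes not called, and black bars are list medians, which lie below 0 at each dose.

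Some members were called against the direction of most of their list. In the fibrosis list Mmp13, Il1rl1, Ccn2, Ccl5, Serpinb2, Edn1 and Tnfrsf11b were higher than in controls at each dose, Rela at the low and high dose and Vegfa at the medium and high dose. Il1rl1 rose by 2.48, 2.54 and 2.64 (limma adjusted p 8.03e-07, 4.53e-07 and 8.41e-08), and of its 2 other detected probes 1 was called in the same direction and 1 was not called. Ccn2 rose by 1.49, 2.12 and 2.11 (adjusted p 8.47e-06, 8.37e-08 and 3.19e-08), Ccl5 by 1.63, 1.53 and 1.81 (adjusted p 3.13e-06, 4.76e-06 and 2.05e-07), Edn1 by 1.17, 1.20 and 1.10 and Tnfrsf11b by 1.15, 1.12 and 1.06. Serpinb2 rose by 1.38, 1.33 and 1.63; it was detected on 2 of 5 control arrays, and its low dose change was 2.98 with the log ratio of the scanner software. For these 6 genes and Mmp13 every exposed array lay above every control. Without slide 1 the calls of Serpinb2 at the low and medium dose (1.29 and 1.10) and of Tnfrsf11b at the medium dose (0.89) were lost. In the AHR list Gsto2, Gsto1, Jun, Myc and Fos were higher at each dose, with Gsto1 at 1.61, 1.56 and 1.98, Jun at 1.19, 1.45 and 1.58, Myc at 0.95 (low) and 1.45 (high) and Fos at 1.15, 0.98 and 1.09, again with every exposed array above every control. Fos was detected on 3 of 5 control arrays. Over the alternatives its change ranged from 0.96 to 2.02 (low), 0.78 to 1.98 (medium) and 0.945 to 2.06 (high), and its calls held. Cdkn1a (0.66, adjusted p 0.00814, 6 of 6 arrays) and Mdm2 (0.69, adjusted p 0.000117, 6 of 6 arrays) were called at the high dose; the Cdkn1a call was lost without control replicate 1 (0.54). In the glutathione list Gsto1 and Gsto2 rose while the other called members fell. The weakest of these calls were Rela at the low dose (0.59, adjusted p 0.0457, 5 of 6 arrays), lost in 22 of 25 alternatives, among them the replicate number as a block (0.58), and Vegfa at the medium dose (0.61, adjusted p 0.000659, 5 of 5 arrays), lost in 7 of 24 alternatives, among them leaving out medium dose replicate 5 (0.55). At the high dose Rela rose by 0.78 (adjusted p 0.00282, 5 of 6 arrays) and Vegfa by 0.66 (adjusted p 0.00014, 6 of 6 arrays). Median centring took the calls of Myc at the low dose (0.82), Serpinb2 at the medium dose (0.89) and Mdm2 (0.64), Rela (0.73) and Vegfa (0.62) at the high dose.

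The 42 genes that the study text lists for measurement by quantitative PCR were also chosen on these arrays. Of these, 34 were called at the low dose (18 higher, 16 lower), 34 at the medium dose (20 higher, 14 lower) and 38 at the high dose (20 higher, 18 lower). Adjusted over the list alone the numbers were 36, 35 and 39. Median centring moved this family most, to 21 calls at the low dose.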

Values the study reported

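The study reported 1931 unique genes, represented by 2413 probes, as differentially expressed in FE1 cells at 12.5, 25 or 100 μg Mitsui7/ml. By concentration, it reported 782 genes (432 down, 350 up) at the low, 1337 genes (682 down, 655 up) at the medium and 1721 genes (921 down, 801 up) at the high concentration. It reported 565 genes as affected at every concentration. For the microarray, it listed fold changes of 9.7, 12.7 and 10.6 for Mmp13 and 1.7, 1.9 and 2.1 for Txnrd1 at the low, medium and high concentration. For Il33 it listed -3.6, -4.4 and -6.8, and for Tgfb2 -1.7, -2.3 and -3.4. For Hmox1 it listed 2.1 and 2.5 and for Dcn -3.4 and -4.7 at the medium and high concentration, with no value at the low concentration.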

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

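The tests of a slide effect, of the Cy3 spot of Actb, of the response over the whole array, of a swap and of a difference between replicates 1 and 2 were chosen after the values were seen; the tests of the other Cy3 spots were chosen before, except that their percent of the log ratio deviation itself was added after. In 160 groups of values, 16 of array quality and 144 of log2 ratios of named genes, 1 array lay apart from the rest of its group by Dixon's test in 12 groups (7.5%), 0 of them of array quality. Chance gives about 1 in 20 groups, so part of the 12 can be chance. For each value 2 technical explanations were tested, a deviating Cy3 reference spot (the percent of the difference between the deviations of the 2 channels that lies in Cy3) and a slide effect (the mean deviation of the other arrays of the slide, as percent of the deviation).

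For 5 values, on 4 arrays, most of the deviation lay in the reference channel, also as a percent of the log ratio deviation itself (58.9 to 106%), so a deviating Cy3 spot is a candidate explanation. The log2 ratio of Actb on low dose replicate 4 was 3.22 against 0.26 to 0.56 on the other low dose arrays, with 101% in Cy3 and -1.64% on the other arrays of its slide. Hmox1 on medium dose replicate 1 was -1.07 against -0.36 to -0.17, with 74.0% in Cy3 and 24.0% for the slide. Gapdh on low dose replicate 1 was -0.49 against 0.04 to 0.24, with 67.7% and 9.24%. Cyp1b1 on medium dose replicate 1 was -0.014 against 0.47 to 0.52, with 64.3% and 10.5%. Fos on medium dose replicate 2 was -3.58 against -3.36 to -3.33, a small gap in a tight group, with 55.1% and 18.0%. The design gives no biological explanation for a Cy3 deviation, since the reference RNA is the same on every array. Angptl7 on high dose replicate 3 was -3.00 against -2.22 to -1.98. Cy3 made up 82.7% of the difference between the channels but only 34.3% of the log ratio deviation, so a Cy3 spot is left open, and the other arrays of its slide deviated too (52.2%), so a slide effect may explain part of it.

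For 2 control arrays the slide deviated the same way. Prl2c1 on control replicate 4 was -0.63 against -0.28 to -0.24, with -62.7% in Cy3, which argues against the reference spot, and 56.2% on the other arrays of slide 2, so a slide effect may explain it. Txnrd1 on control replicate 2 was 0.65 against 0.14 to 0.29, with 37.7% in Cy3 and 71.6% on slide 1. No biological explanation was tested for either.

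For 4 arrays neither of these 2 technical tests explained the value. Mgp on low dose replicate 1 was -3.17 against -1.05 to 0.07 on the other low dose arrays, with 3.90% in Cy3 and 4.80% for the slide. Over 722 probes, the response of this array was 0.893 of the high dose change, above the other low dose arrays (0.618 to 0.806) and above the medium dose arrays (0.819 to 0.884). A stronger response of this culture over the whole array may therefore explain the Mgp value. Neither is a swap with medium dose replicate 2 on the same slide excluded, the medium dose array with the smallest response (0.819). With these 2 labels exchanged limma called 584 probes between medium and low, against 0 as labelled. The other 29 exchanges of a low and a medium dose array gave at most 4. Of 100 drawn splits of the low and medium dose arrays, 9 besides the real one gave calls, up to 894. A count of this size is thus not peculiar to this exchange. A difference between replicates 1 and 2 on slide 1, without a swap, could also give the 584 calls. With the replicate number as block the exchange gave 0 calls. Low dose replicate 1 minus replicate 2 correlated at 0.502 across probes with the mean of the same difference in control and high. The same difference correlated at 0.741 between low and medium, against 0.354 to 0.499 for the other pairs of groups; an exchange of the 2 labels would give such an excess and an equal difference in every group would not, but each value rests on 4 arrays and its spread is not known. With dose and number both exchanged and the number as block there were 692 calls, but the median residual SD was 0.194 against 0.190 as labelled, a small gap of unknown spread. A stronger response, a swap of the doses with numbers kept and a difference between replicates 1 and 2 thus stay open. A swap of dose and number together is not excluded, but the correlations above argue against it. A wrong label on this array alone was not tested.

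Dcn on low dose replicate 6 was -3.97 against -1.59 to -1.09, with 7.45% in Cy3 and 14.5% for the slide; the response of this array was 0.679, within the low dose range, which argues against a stronger response. Gsto2 on medium dose replicate 2 was 1.29 against 2.06 to 2.28, with 23.8% in Cy3 and -4.83% for the slide. This is the array whose exchange with low dose replicate 1 is described above, and Gsto2 on low dose replicate 1 was 2.25, above the other low dose arrays (1.02 to 1.78). A swap of the doses with numbers kept and a difference between replicates 1 and 2 stay open for the Gsto2 value. A stronger response would point the other way, since Gsto2 rises with exposure. Sqle on control replicate 5 was 2.36 against 1.13 to 1.48, with 0.0281% in Cy3 and -88.5% on the other arrays of slide 4, which moved the opposite way. For Dcn and Sqle what remains open, such as a difference between cultures, was not tested.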

How the results depend on the processing

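All alternatives were planned, but after the data were seen 1 of their details was changed: with a slide left out, detection was taken from all 22 arrays. Aquantile leaves the log ratios as they are, so it tests nothing and is left out of the numbers below and of the alternatives counted for single genes. Not counting single arrays left out, 163 values for counts of calls stayed within 1.5 times the reported count, 7 were higher and 19 lower; for named genes 1229 kept direction and call, 64 lost the call and 9 changed sign; for the lists 203 kept direction and side of the threshold and 1 lost it. With single arrays left out, the numbers were 111, 2 and 7 for counts, 963, 22 and 8 for genes, and 128 of the list tests were the same. For normexp, median centring, the scanner log ratio, the series matrix and outlier spots kept, the probes called under both settings were compared, and 0 were called in opposite directions. Median changes of all detected probes stayed within 0.1 log2 of 0 under each scaling (largest -0.06, median centring, low dose).

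Median centring in place of loess lowered the counts to 434 at the low dose, 629 at the medium dose, 1314 at the high dose, 4 between high and low and 335 at all 3 doses, and the PCR list to 21 at the low dose. Of the low dose calls 15.4% were then increases, against 42.1% before, at the medium dose 37.0% against 47.8% and at the high dose 29.0% against 44.3%. Actb turned to 0.08 (0.0776) at the medium and -0.02 (-0.0154) at the high dose. With the scanner log ratio increases outnumbered decreases at the medium dose (1091 against 857) and the high dose (1534 against 1488) but not at the low dose (539 against 624). The cause of either was not tested. At 2-fold the counts were 263, 448 and 710, 10 between high and low and 230 at all 3 doses; with no fold threshold they were 1883, 2920 and 4461, 160 and 1497, by construction of the threshold.

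The count between high and low, 84 probes, was the least stable. It was 35 with series matrix values, 27 without a slide term, 39 with only these groups in the model and 36 in an ordinary model. It was 50 without slide 1, 11 without slide 3 and 41 without slide 5. These last 3 and the model with only these groups rest on fewer arrays, and the cause of these lower counts was not tested. Leaving out single arrays gave 41 (low dose replicate 5 or high dose replicate 5) to 195 (low dose replicate 1). With the replicate number as a block in place of slide it was 175. This pairing also took the call of Rela at the low dose (0.58) and turned Actb at the high dose (-0.0031), and it changed no other call of a named gene in the report and no pathway list test. With it the counts at the low, medium and high dose were 1205, 1896 and 2793, and the PCR list had 20 higher and 14 lower at the low dose and 36 calls at the high dose. With only the groups compared in the model, which rests on fewer arrays, the counts at the low, medium and high dose were 646, 1525 and 2448. The cause of the lower count at the low dose was not tested. Between medium and low the count of 0 became 1 without slide 1 and ranged from 0 to 2 with single arrays left out (2 without low dose replicate 1). Between high and medium it was 0 in all alternatives run.

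Reference genes that were not called changed sign. Actb at the high dose was -0.09 (-0.0874) with the scanner log ratio, -0.04 (-0.0449) without a slide term, -0.0016 with slide as random block and -0.02 (-0.025) without slide 4. Actb at the medium dose was 0.09 (0.0917) and Gapdh at the low dose 0.01 (0.0053) without slide 1. With single arrays left out, Actb ranged from -0.22 to 0.12 at the medium dose and from -0.11 to 0.27 (0.265) at the high dose, and Gapdh at the low dose from -0.19 to 0.0206. These values lie within the spread between arrays. The fibrosis list at the low dose kept its median of -0.41 with an estimated inter-gene correlation, but its adjusted p became 0.0774. Signal over background limits probes such as Angptl7, Car6, Fos, Mmp13 and Serpinb2, which were near background in 1 of the groups compared.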

Other observations

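The tests of the Cy3 reference signal, of a rise of the aryl hydrocarbon receptor battery and of shared controls on different slides were chosen in their present form after the values were seen (the limit of the first, the inclusion of all doses in the second, the whole of the third); the other tests here were chosen before.

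Splits of the arrays at random test whether chance can be excluded. Of 100 drawn splits of the arrays of each comparison, 1 (the real one) called as many probes for low, medium and high against control, for high against low and for the calls at all 3 doses, so chance can be excluded for these. The highest other counts were 311, 314, 1757, 40 and 3. For medium against low and high against medium, 100 of 100 splits gave at least the observed count of 0, as any split must, so this says nothing about chance. Other splits reached 894 calls for medium against low and 1 for high against medium. Among splits that exchange labels only within same-numbered arrays, the real split was the highest of 32 for low (next 652), high (next 1757) and high against low (next 6), and the highest of 16 for medium, where the smallest possible share is 0.0625. For the lists of the study, 1 of 100 splits (the real one) had a camera p as small for the AHR, cholesterol and glutathione lists at each dose and for the fibrosis list at the high dose, and 2 of 100 for the fibrosis list at the medium dose. For the fibrosis list at the low dose 6 of 100 did, so chance cannot be excluded there. The study chose these genes on the real groups of these arrays, which favours the real split in advance. These shares therefore do not exclude chance for the other lists either. Random splits often gave small camera p-values for these lists (a median of 0.000336 for the cholesterol list at the high dose), so their genes vary together between arrays and the printed p-values overstate the evidence.

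More probes were called at higher doses. With 5 arrays in each group the ratio of high to low dose calls was still 2.42, which argues against unequal group sizes as the cause. Over the 19252 probes detected on every array it was 2.48 (845 calls at the low and 2099 at the high dose), which argues against a difference in detection. A larger number of calls is a count against the same controls, and the direct test between high and low called 84 probes. The called log ratios did not come from the reference channel: the median Cy3 change at the high dose calls, signed by the ratio change, was -0.0105, and the Cy3 signal alone gave 0 calls by limma at each dose (4543, 2032 and 2073 probes at an unadjusted p under 0.05). Shared control arrays were not the whole cause of changes shared by the 3 doses, since changes of 2 doses measured on different slides, with no control array in common, still correlated at 0.359 or more in all 18 choices of slides. Simulated unchanged groups gave 0 probes called at all 3 doses, which decides nothing, because their high dose calls numbered at most 4; at the low dose a single draw gave 759.

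Probes that carry a chromosome interval in place of an accession were called less often at the high dose, 2.25% of 7382 detected against 11.0% of mRNA probes. They are dimmer, with a median log2 intensity of 6.51 against 8.83. After matching mRNA probes to the same intensity in 20 bins the share was 6.50%, so brightness may account for part of the gap and did not account for all of it. What else differs between these probe classes was not tested.

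Responses that the lists of the study do not cover were tested as hypotheses at the high dose with 6 lists of general knowledge; 18 tests over 3 doses were adjusted together. Targets of ATF4 and the unfolded protein response had a median change of 0.53 (limma camera adjusted p 3.55e-06, 14 of 20 genes higher), and 4 of 100 splits gave as small a p. This list parted: the 6 lower genes were the unfolded protein genes Sdf2l1, Pdia4 and Xbp1, called lower, and Hspa5, Herpud1 and Dnajb9, not called, so the rise is that of other members, among them Atf3, Chac1, Trib3 and Ddit3. Targets of YAP and serum response had a median of 0.36 (adjusted p 5.18e-05, 16 of 20 genes higher), with 1 of 100 splits. The rise of these members, not tested as a list of their own, and of the YAP list are candidates for a response in these cells and were found on these arrays alone. Targets of p53 had a median of 0.35 (adjusted p 5.18e-05, 15 of 19 genes higher), but 6 of 100 splits gave as small a p, so chance cannot be excluded. NRF2 targets had a median of 0.087 (adjusted p 0.214, 11 of 20 genes higher; 22 of 100 splits) and proliferation genes -0.083 (adjusted p 0.0794, 14 of 19 genes lower; 28 of 100 splits), and neither passed the threshold in camera; under fry both did at the high dose (adjusted 0.00501 and 0.0465). The YAP list shares 3 genes with the PCR list, 2 with the fibrosis list and 1 with the AHR list, the p53 list shares 3 with the AHR list, and the NRF2 list shares 4 with the PCR list.

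The AHR list of the study fell, and a battery of genes known as targets of the receptor was tested beside it. Of 9 genes 5 were detected. Their median change at the high dose was -0.44 (limma camera adjusted p 0.0794, 3 of 5 genes lower), and at the low and medium dose the battery was lower (adjusted p 0.0263 and 0.0264). Under fry it was lower at each dose (adjusted p 3.67e-05, 3.35e-05 and 3.78e-05). A rise of the battery as a whole is thus not seen at any dose. Of 100 splits, 2 gave as small a p at the high dose. The list shares 1 gene, Cyp1b1, with the AHR list. Its members parted. Cyp1b1 and Ugt1a6b were called lower at each dose, and Nqo1 and Aldh3a1 were not called. Tiparp rose by 0.27, 0.42 and 0.48 at the low, medium and high dose (limma adjusted p 0.14, 0.0112 and 0.00171), below the fold threshold. Cyp1a1, Cyp1a2, Ahrr and Ugt1a6a were not detected, so the battery does not settle whether the receptor was active.

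The low dose calls of Hmox1 and Dcn have no counterpart among the microarray values quoted from the study above. By quantitative PCR, the study listed Hmox1 as higher and Dcn as lower at the low concentration. Both low dose calls made here were lost under several alternatives, among them median centring (0.65 for Hmox1 and -1.64 for Dcn). Other low dose calls went against the PCR of the study. At the low concentration it listed Fos and Tnfrsf11b as lower and Cygb as higher. The calls made here were 1.15 for Fos, 1.15 for Tnfrsf11b and -0.78 for Cygb. For Fos the study listed no microarray value at the low and medium concentration.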
